A study of Mus musculus with 4 samples. Its data were reported in "Aging impairs cold-induced beige adipogenesis and adipocyte metabolic reprogramming" (2024).

How the data were processed

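Single-nucleus RNA sequencing counts, for each nucleus, the RNA molecules of each gene, told apart by a random tag that is called a unique molecular identifier (UMI). The nuclei came from inguinal white adipose tissue, a subcutaneous fat depot, of male C57BL/6 mice. The mice were 9 weeks (young) or 57 weeks (aged) old. They were kept at thermoneutrality (TN, 30 °C), or were moved to 6 °C for 3 days (3D) or 14 days (14D) after acclimation to 30 °C for 3 weeks. The library labels named 2 multiplexed gene expression pools and their hashtag libraries, and gave no age or temperature. The age, temperature, replicate and hash of each of the 24 hashed aliquots were read from the sample table that the authors deposited with the files. Each mouse was stained with 2 hashtags, so 2 aliquots were summed to 1 mouse, and 12 mice formed 6 groups of 2 mice, with 1 mouse of each group in each pool. Replicate 1 was the mouse of pool 1 and replicate 2 the mouse of pool 2.

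Per the labels and the study's methods, the authors aligned the reads with Cell Ranger to the mouse genome GRCm38 with intronic reads included, removed ambient RNA with CellBender, and assigned nuclei to hashtags with demuxEM, keeping singlets. The authors deposited 1 matrix per aliquot, in counts of UMIs per gene and nucleus. The values were whole numbers and were not normalized. The lowest total of a listed gene was 6 UMIs in every aliquot, and each of the 24 listed genes found in 1 nucleus alone, so a gene that an aliquot did not list was taken as 0 and can have held up to 5 UMIs there. The aliquots listed 6594 to 13869 genes, and 5421 of the 15344 gene symbols were listed in all 24. The hashtag libraries were not used here, and no cell type annotation was used. Removal of ambient RNA lowers the counts of abundant genes of 1 type in nuclei of other types, and it can remove true low counts.

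The 15329 barcodes were filtered to nuclei with at least 300 genes and at most 5% mitochondrial UMIs, which 15233 passed. Doublets were called per pool with Scrublet in scanpy 1.11.5 at an expected rate of 0.05. It marked 495 nuclei (3.25%), which were removed. A further 133 nuclei that held at least 2 genes of a list of hepatocyte, hepatic stellate, liver sinusoidal endothelial or Kupffer genes were removed. The lists and this filter were written after the clusters were first seen. In total, 14605 nuclei were kept. Normalization and anchor integration of the 12 mice, each taken as a separate part, used Seurat 5.3.0 in R 4.3.3 with canonical correlation analysis. With 2000 variable genes, 18 dimensions and a resolution of 0.4, this gave 11 clusters. Adipocyte nuclei were clustered again by reciprocal principal component integration of the 6 groups (20 anchors per nucleus, resolution 0.2), with the marker genes that name sub-clusters left out of the variable genes.

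Clusters were named from markers fixed before the data were examined. A cluster took the name whose markers had the highest mean log2 fold over the other clusters, with at least 3 markers over 2-fold for a class and 1.5-fold for a sub-cluster, and the word "like" stands for that rule. The scoring rule, with a prior of 10 CPM (counts per 1e+06 UMIs) and the median of the other clusters as the reference for classes, was set after the clusters were seen. For sub-clusters several references were tried after the clusters were seen, and that of all other adipocyte nuclei was chosen. Under this reference the largest sub-cluster, sub-cluster 0, had 2 of the markers of the adipocytes that the study calls DNL-high (high in genes of de novo lipogenesis) and stayed unnamed. A median over all sub-clusters as the reference would have given it that name, and a median over the large ones would not. With the reference used, a sub-cluster took the name with 3 markers when the marker genes were kept (3199 nuclei), when the liver-marked nuclei were kept (2325 nuclei) and at a resolution of 0.4 (914 nuclei). Sub-clusters under 5% of adipocyte nuclei were not named.

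Nuclei are not replicates. For gene comparisons, UMIs were summed per mouse and class, and tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM scaling, filterByExpr) with the 6 groups and the pool as terms. All 12 mice entered each fit, so that groups of 2 mice shared 1 estimate of the spread. The standard error (SE) was taken as the log2 fold change divided by the square root of F. The adjusted p is Benjamini-Hochberg's over all genes tested, with a threshold of 0.05. CPM values use the TMM-scaled totals and are given as mean ± SD over mice. Gene sets were tested with camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, and with fry. Sub-clusters were tested in mice with at least 10 nuclei. Shares were tested with two-sided exact permutation tests that swapped ages within pool and temperature (64 arrangements), or permuted TN, 3D and 14D within age and pool (1296 arrangements), with adjustment over these 9 tests. For the share of nuclei with a Ucp1 UMI, each nucleus was thinned to 800 UMIs and shallower nuclei were left out.

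The pool blocks the fit because the labels name 2 separate libraries. Mice of 1 pool deviated together from their group means in adipocyte nuclei: over 15 pairs of groups the correlation across genes lay between 0.051 and 0.305 with a median of 0.134. The aliquots of 1 mouse differed by 1.41 to 4.92 times the chi-square value per degree of freedom that sampling noise gives, and the mice of 1 group by 6.27 to 52.2 times. No aliquots or mice therefore looked like copies of the same library. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were found in each mouse, with at least 62 UMIs, and Xist was listed in no aliquot. Nnt, which carries a deletion in the C57BL/6J substrain, had 0 to 13 UMIs per mouse in young and 5 to 24 in aged mice. Wdfy1 had 74 to 363 UMIs in young and 103 to 327 in aged mice. Ide had 31 to 571 UMIs in young and 59 to 210 in aged mice, and Entpd4 was listed in no aliquot. The study names suppliers of both C57BL/6J and C57BL/6JN mice without saying which mice came from which. The substrain was not settled from these counts, so a substrain difference between the ages is not excluded in any age comparison.

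The edgeR and DESeq2 1.42.0 tests were checked on simulated counts of the 10240 adipocyte genes with 200 genes changed. For the age contrast, edgeR recovered 66.5% of genes changed by 1 log2 unit and 88% of those changed by 2, with 10 false calls of 143 and 9 of 185. For 14D cold in young mice, edgeR recovered 0% and 62.5%, and DESeq2 14.5% and 58%. In this simulated comparison, changes of 1 log2 unit were therefore mostly out of reach. Other comparisons between 2 groups of 2 mice were not simulated.

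The named genes were chosen by a rule fixed before the data were examined: lists of 27 genes for adipocytes, 7 for fibroblasts and 2 for immune nuclei taken from the study, and up to 5 genes per direction and comparison with the smallest adjusted p among those past the threshold that changed the same way in every pair of mice. The adipocyte list holds genes that the study reported from these nuclei, so a count adjusted over that list alone is not independent evidence. Lgals3 and Cd36 were reported from these nuclei and from the study's single-cell data. The fibroblast genes were reported from the single-cell data of stromal cells, another assay. Whether both assays used the same mice is not stated. The alternatives were no pool block, DESeq2's size factors, no filter on low counts, only genes listed in every aliquot, at least 500 genes per nucleus, no doublet removal, the DESeq2 Wald test, 1 aliquot per mouse, clustering without integration, markers kept among the variable genes, a sub-cluster resolution of 0.4, nuclei counts tested with edgeR, adipocyte nuclei outside the beige-like sub-cluster, and leaving out each mouse. Keeping the liver-marked nuclei was added after the data were seen. For genes of the fixed lists, alternatives are given for those past the threshold over all genes or over the list alone; that restriction was made after the alternatives had been computed for all listed genes. Gene positions are those of GENCODE M21 on GRCm38.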

Results

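Nuclei were profiled from the inguinal fat of 12 mice, 2 for each of the 6 groups of age and temperature, to ask how age changes the response of subcutaneous fat to cold. White fat gains beige adipocytes in the cold, which express uncoupling protein 1 (Ucp1) and burn fuel for heat. Total UMIs per mouse lay between 852049 in young TN replicate 2 and 5463124 in young 14D replicate 2. Depth rose with cold: the median number of UMIs per nucleus lay between 845.5 and 1119.5 in TN mice, between 1263.5 and 1949.5 in 3D mice and between 1652 and 3022 in 14D mice. Depth thus differed along with temperature, and shares of nuclei with a given UMI were compared at fixed depth. Of the 15329 barcodes, 14605 nuclei were kept, with 627 to 1950 nuclei per mouse.

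The nuclei fell into 11 clusters. Adipocyte-like nuclei made up 6729 nuclei (46.1%), fibroblast-like nuclei 5346 (36.6%), immune-like nuclei 1447 (9.91%) and endothelial-like nuclei 863 (5.91%). The remaining 220 nuclei (1.51%) formed 1 cluster led by the muscle genes Ttn and Neb. Immune-like nuclei formed a cluster led by F13a1, Mrc1 and Cd163 and another led by Dock2 and Ptprc. Endothelial-like clusters were led by Flt1, Ptprb and Pecam1, and fibroblast-like clusters by Pde11a, Lama2, Pi16 or C7. These names were rebuilt from marker genes, and differences from the study can come from that.

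The first comparison asked whether age shifts the makeup of the depot. The adipocyte share was 50.1% ± 10.1 (SD, n = 6) in young and 43.3% ± 13.2 (SD, n = 6) in aged mice. The difference of -6.79 percentage points had an exact permutation p of 0.1875 (adjusted p 0.281) and was found in 5 of 6 pairs of mice matched for pool and temperature. It was -6.21 points within pool 1 and -7.36 within pool 2. The fibroblast share was 32.8% ± 8.12 in young and 39.9% ± 8.82 in aged mice, a difference of 7.10 points (exact p 0.1875, adjusted p 0.281, 5 of 6 pairs, 7.16 and 7.05 points within the pools). Endothelial shares were 6.01% ± 3.01 and 5.20% ± 2.14 (exact p 0.469, lower in 4 of 6 pairs), and immune shares were 9.81% ± 2.17 and 9.90% ± 3.05 (exact p 0.9375). The immune difference was -0.344 points within pool 1 and 0.522 within pool 2. No share of a class differed by age beyond the spread between mice, and the design could reach an exact p of 0.03125. Without any 1 mouse the adipocyte difference lay between -9.93 and -3.27 points and the fibroblast difference between 3.25 and 10.2.

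**Figure D1:**
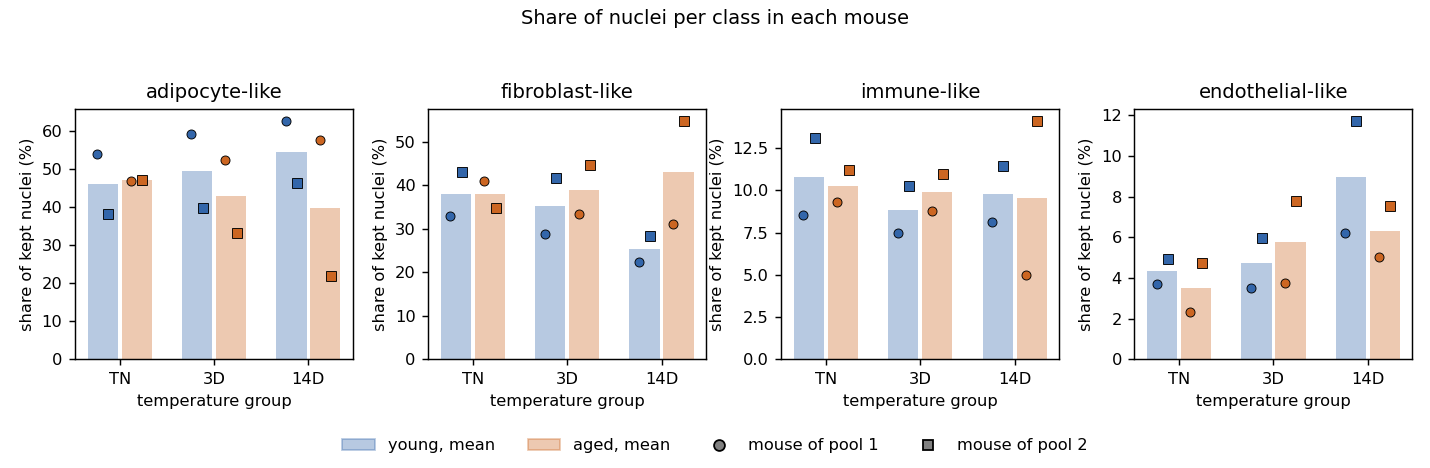
Share of nuclei (percent, vertical axis) of each class in each mouse, by age and temperature; bars are the mean of 2 mice, circles are pool 1 and squares are pool 2. Adipocyte shares of aged 14D mice had a mean of 39.9% with an SD of 25.3, so mice of 1 group differed by more than the ages.

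Adipocyte nuclei formed 7 sub-clusters, made without the marker genes that name them. The beige-like sub-cluster held 787 nuclei (11.7%) and was led by Sept9, Ucp1 and Acot11. The Npr3-high-like sub-cluster held 1946 nuclei (28.9%) and was led by Ptchd4, Cacna1e and Nkain2. Sub-cluster 0 held 2541 nuclei (37.8%), was led by Vat1l, Gpx8 and Trpm3, and stayed unnamed, since 2 of the markers of lipogenic adipocytes passed where 3 were needed. This depended on the settings, as 3 passed for a sub-cluster in some alternatives. Sub-cluster 2 (1226 nuclei) had a median of 910 UMIs and stayed unnamed. The remaining sub-clusters of 133, 58 and 38 nuclei were led by fibroblast, macrophage and interferon-response genes.

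The beige-like share of adipocyte nuclei rose with cold at both ages. It was 2.11% ± 0.557, 11.5% ± 3.11 and 30.0% ± 4.43 (SD, n = 2) at TN, 3D and 14D in young mice, and 0.0911% ± 0.129, 1.11% ± 1.25 and 7.03% ± 1.37 in aged mice. The rise in rank from TN over 3D to 14D was found in 4 of 4 combinations of age and pool, with a mean of 17.4 percentage points between TN and 14D. Its exact permutation p was 0.00154, the smallest the arrangements can give (adjusted p 0.0139). In the cold, aged mice were -16.7 percentage points from young mice in beige-like share, lower in 4 of 4 pairs, with -18.4 points within pool 1 and -14.9 within pool 2. In the exact permutation test 2 of 16 arrangements were as extreme, the fewest possible for a two-sided test, so it could not pass 0.05. An edgeR test of the nuclei counts gave a log2 fold change of -2.70 (p 7.93e-06). Sept9 and Acot11, which lead the sub-cluster, themselves rose with cold, so the share and the levels of these genes are not separate results.

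The Npr3-high-like share was 26.5% ± 2.93 (SD, n = 6) in young and 31.3% ± 1.91 in aged mice. It was 4.78 percentage points higher with age, in 6 of 6 pairs (5.58 and 3.99 points within the pools), with an exact permutation p of 0.03125, the smallest possible. The share is of all adipocyte nuclei, so a lower beige-like share raises it by construction. That share was 2.11% in young and 0.0911% in aged mice at TN, and 30.0% and 7.03% at 14D. The Npr3-high-like share among nuclei outside the beige-like sub-cluster was not tested. The adjusted p of 0.09375 did not pass the threshold. With 1 aliquot per mouse the difference was -1.21 points (exact p 0.875), so its direction was not kept with fewer nuclei. The share of sub-cluster 0 was 38.3% ± 11.3 in young and 43.0% ± 12.3 in aged mice (exact p 0.281), and no comparison is drawn from it, because Erbb4, among its leading genes, differed by age.

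**Figure D2:**
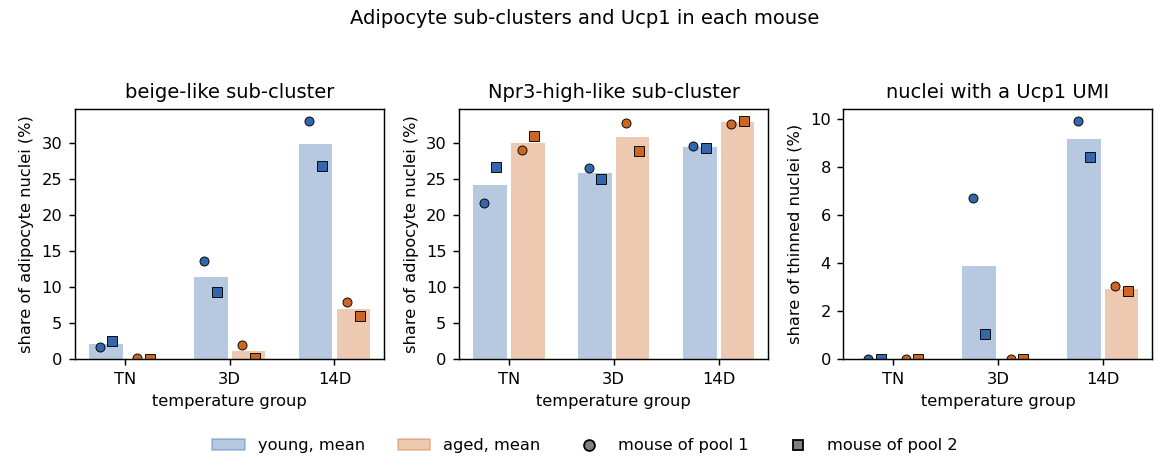
Share of adipocyte nuclei (percent, vertical axis) in sub-clusters and with a Ucp1 UMI at fixed depth in each mouse, by age and temperature; bars are the mean of 2 mice, circles are pool 1 and squares are pool 2. The beige-like share reached 30.0% in young and 7.03% in aged mice at 14D.

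Ucp1 (chromosome 8, 83290352 to 83298452, plus strand) was counted in single nuclei thinned to 800 UMIs. This left out 520 of the 6729 adipocyte nuclei. In young mice a Ucp1 UMI was found in 0%, 3.89% ± 3.98 and 9.18% ± 1.07 of adipocyte nuclei at TN, 3D and 14D (SD, n = 2), and in aged mice in 0%, 0% and 2.94% ± 0.139. Without thinning the shares were 0%, 6.12% and 20.7% in young and 0%, 0% and 5.35% in aged mice. With unlisted genes taken as 0, the rise had an exact permutation p of 0.00617 (adjusted p 0.0278) and was found at each step in 2 of 4 combinations of age and pool, since both aged pools had 0% at TN and at 3D. These values of 0% rest on aliquots that did not list Ucp1. If those at TN held the most UMIs an unlisted gene can have, each in another nucleus, the exact permutation p was 0.403, with 14D above TN in 3 of 4 combinations (without thinning 0.113, 4 of 4) and 3D above TN in 1 of 4. This limit was computed after the rise was seen, and the rise of the share is not shown without the assumption of 0. Immune-like nuclei, which should lack Ucp1, had such a UMI in 1 of 1007 nuclei (0.0993%). The aliquots of TN mice and of aged 3D mice could not add to this background, as they did not list Ucp1. In young 3D replicate 1, the mouse with that nucleus, it was 1 of 48 immune-like nuclei (2.08%) against 6.71% of adipocyte nuclei. Immune-like nuclei were shallower, with a median depth of 1139 UMIs before thinning against 2420 in adipocyte nuclei. Summed over mice, Ucp1 had 0, 229 and 1253 UMIs in young and 0, 0 and 199 in aged mice. Since unlisted genes can hold up to 5 UMIs per aliquot, Ucp1 was at least 9.04-fold higher at 14D than at TN in young mice and at least 4.17-fold higher in aged mice.

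In adipocyte nuclei 10240 genes were tested for age, averaged over the temperatures. Of these, 525 passed, 337 higher and 188 lower in aged mice, and 411 of them moved the same way in all 6 pairs. DESeq2 called 661, of which 499 were shared. The alternative that moved the count most was 1 aliquot per mouse, with 186 genes, and the lowest count without 1 mouse was 289, without young 3D replicate 1. Ctnna3 (chromosome 10, 63430098 to 65003667, plus strand) had the smallest adjusted p. Its log2 fold change was 4.65 (SE 0.188, adjusted p 6.90e-07), from 11.8 ± 9.10 CPM in young to 276 ± 139 CPM in aged mice (SD, n = 6). Xkr4 changed by 3.69 (SE 0.171, adjusted p 1.52e-06), Erbb4 by 2.12 (SE 0.122, adjusted p 9.50e-06; 153 ± 61.2 to 631 ± 86.3 CPM) and Cacna2d3 by 4.37 (SE 0.272, adjusted p 1.71e-05). Ryr2 had no UMI in young TN mice, and went from 3.81 ± 5.76 to 125 ± 85.3 CPM. Sema3a (-2.15), Fgf14 (-1.53; 722 ± 159 to 296 ± 188 CPM), Gpd2 (-1.15), Grk3 (-1.76) and Tkt (-1.20) were lower with adjusted p between 0.000122 and 0.000494. These genes moved the same way in 6 of 6 pairs. Xkr4 lies on chromosome 1 (3205901 to 3671498, minus strand), as does Erbb4 (68032186 to 69108059, minus strand), Cacna2d3 on chromosome 14 (28904943 to 29721864), Ryr2 on chromosome 13 (11553102 to 12106945) and Fgf14 on chromosome 14 (123977907 to 124677127).

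Of the 27 genes fixed in advance, 8 passed over all genes and 15 when adjusted over the list alone. The sums cover all adipocyte nuclei, so a lower beige-like share in aged mice is not separated here from a change of level within nuclei. Npr3 (chromosome 15, 11839896 to 11907287, minus strand), the natriuretic peptide clearance receptor, rose by 1.26 (SE 0.166, adjusted p 0.00186) in 6 of 6 pairs, from 363 ± 240 to 871 ± 573 CPM (SD, n = 6). Without any 1 mouse its log2 fold change lay between 1.11 and 1.39. Gk was lower by -1.57 (SE 0.227, adjusted p 0.00295) in 5 of 6 pairs. Adam12 (-1.20), Mlxipl (-0.79), Esrrg (-1.20), Srebf1 (-0.90), Ppargc1a (-0.70) and Elovl6 (-1.94) were also lower, with adjusted p up to 0.0465. The calls of the last pair depended on the fit: Ppargc1a kept its call in 11 of 23 other fits (-0.85 to -0.38) and Elovl6 in 10 of 22 (-4.88 to -1.57).

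Within single temperatures, age changed 27 genes at TN (23 higher, 4 lower), 127 at 3D (70 higher, 57 lower) and 253 at 14D (118 higher, 135 lower). These counts rested on groups of 2 mice. Leaving out a mouse of a compared group left 1 mouse there, and each count then fell for several choices of mouse. The fall therefore does not single out 1 mouse. Of the 27 fixed genes, 1, 4 and 2 passed at TN, 3D and 14D, and 2, 8 and 14 when adjusted over the list alone. At TN, Xkr4 was higher by 5.18 (SE 0.344, adjusted p 0.000136), Erbb4 by 2.75 and Cd59a by 2.10, and Adam12 was lower by -1.98, each in 2 of 2 pairs. At 3D, Gk was lower by -3.70 (SE 0.283, adjusted p 0.000283) and Esrrg by -2.67. Arntl (chromosome 7, 113207465 to 113314126, plus strand) was higher by 2.99 (SE 0.341, adjusted p 0.00216; 8.46 ± 3.20 to 67.2 ± 11.1 CPM, n = 2). At 14D, Tkt was lower by -2.04 (adjusted p 0.00215), Mlxipl by -1.31 and Gk by -1.13.

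The next comparison asked which adipocyte genes respond to cold. In young mice 13 genes passed at 3D (10 higher, 3 lower) and 807 at 14D (512 higher, 295 lower). In aged mice 21 passed at 3D (8 higher, 13 lower) and 293 at 14D (145 higher, 148 lower). The sums cover all adipocyte nuclei, of which 2.11% were beige-like at TN and 30.0% at 14D in young mice. A change of these sums can therefore be a change of the beige-like share or of the level within nuclei. Outside the beige-like sub-cluster fewer genes passed at 14D in young mice, as given in the closing sections. Without young TN replicate 1 the counts in young mice were 0 and 153. In aged mice the 3D count was 0 without aged TN replicate 2 and also without aged 3D replicate 2, and the 14D count was 4 without aged 14D replicate 1. The median log2 fold change of all genes at 14D in young mice was itself 0.10. Of the fixed genes, 2 passed at 3D and 16 at 14D in young mice, and 1 and 8 in aged mice; adjusted over the list alone these were 9, 21, 3 and 14. Gk (chromosome X, 85701937 to 85776819, minus strand) rose in young mice by 4.84 at 3D (SE 0.369, adjusted p 0.000553) and 4.64 at 14D, and in aged mice by 3.39 at 14D (SE 0.336, adjusted p 0.00227). Sept9 rose by 6.77 and Acot11 by 7.63 at 14D in young mice, both with adjusted p 0.000217. The size of these rises depended on the fit: in 22 other fits Sept9 lay between 3.49 and 11.68, with 1 short of the threshold (adjusted p 0.0907), and Acot11 between 5.30 and 12.65. Acly (chromosome 11, 100476353 to 100528000, minus strand), an enzyme of lipid synthesis, rose by 4.39 (SE 0.965, adjusted p 0.0221) in young mice, from 71.2 to 1865 ± 1401 CPM. Nnat (-3.02) and Zbtb16 (-2.26) fell. In aged mice Arntl rose by 4.45 at 3D and Xkr4 fell, by 1.88 on the log2 scale at 3D and by 2.28 at 14D.

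**Figure D3:**
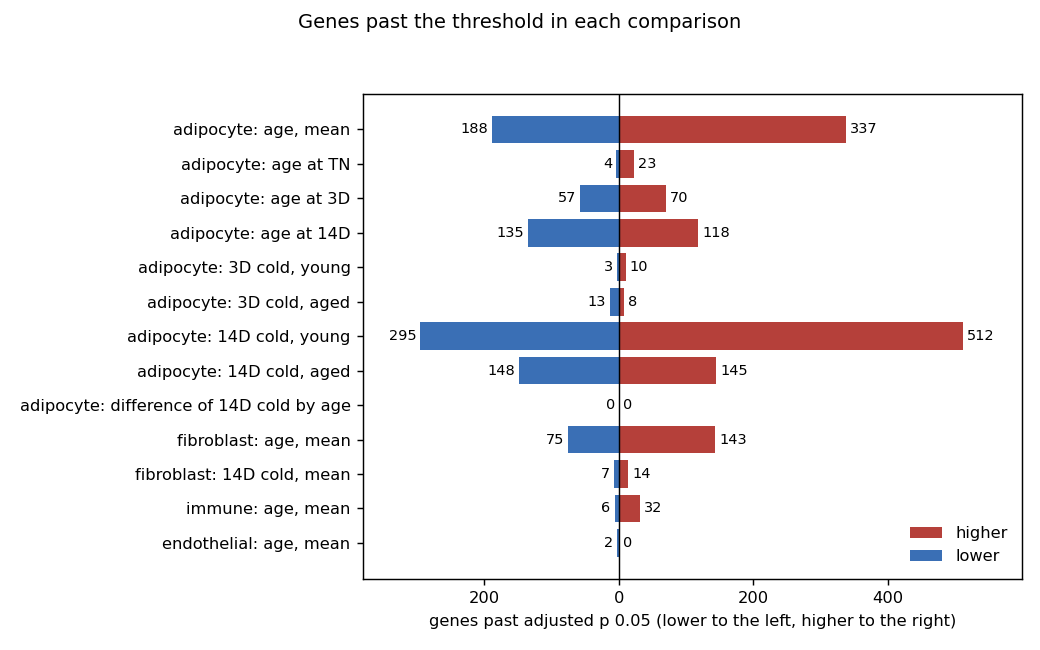
Number of genes past an adjusted p of 0.05 (horizontal axis) in each comparison, with lower genes to the left of 0 and higher genes to the right. For 14D cold in adipocytes, 512 genes were higher and 295 lower in young mice, and 145 and 148 in aged mice.

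Whether the 14D response itself differed by age was tested as an interaction. edgeR called 0 genes, with 907 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0538, and DESeq2 called 18. Of the fixed genes 0 passed, and 0 when adjusted over the list alone. For Acly the difference between the responses was -2.11 (SE 1.32, adjusted p 0.697), and for Gk it was -1.25 (adjusted p 0.559). The larger number of genes past the threshold in young mice is therefore not shown to be a difference between the ages. Acly had 71.2, 224 and 1865 CPM at TN, 3D and 14D in young mice, and 28.7, 138 and 184 in aged mice. Its log2 responses at 14D were 2.98 and 6.21 in pools 1 and 2 in young mice, and 0.638 and 7.76 in aged mice. Aged TN replicate 2 had 0 CPM of Acly, so the aged response in pool 2 depends on the prior count. For the 11 lipogenic genes the median difference was -0.72 (mean -0.65, 9 of 11 lower; camera p 0.281, fry p 0.661). For the 7 thermogenic genes it was -1.25 (6 of 7 lower; camera p 0.0553, fry p 0.153). Neither set passed under camera, fry or camera with an estimated correlation (0.682 and 0.147).

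Within sub-cluster 0 at 14D, 100 of 8387 genes differed by age (46 higher, 54 lower), but 1 did without young 14D replicate 2. Of the 24 fixed genes tested, 4 passed over all genes and 11 when adjusted over the list alone. Acly was lower by -3.98 (SE 0.752, adjusted p 0.0224) and Elovl6 by -4.28. Within beige-like nuclei, 11 of 4838 genes passed (6 higher, 5 lower) over 8 mice, and DESeq2 called 0, with 319 at an unadjusted p under 0.05 in edgeR. Of the 25 fixed genes tested, 2 passed and 5 when adjusted over the list alone. Npr3 was higher by 1.77 (SE 0.318, adjusted p 0.0255) and Scd1 lower by -1.39 (adjusted p 0.0410), calls that 11 and 9 of 17 other fits kept. The beige-like count was 0 without young 14D replicate 1 or young 14D replicate 2.

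In fibroblast nuclei 218 of 7880 genes differed by age (143 higher, 75 lower), and all 6 tested genes of the fixed list passed, also when adjusted over the list alone. Meg3 (chromosome 12, 109541001 to 109571726, plus strand), a long noncoding RNA, was lower by -2.04 (SE 0.134, adjusted p 1.98e-08), from 1426 ± 192 to 368 ± 133 CPM (SD, n = 6). Rian, which lies next to it (109603940 to 109661716), was lower by -1.75 (adjusted p 2.91e-07), and Postn by -2.44 (192 ± 119 to 36.2 ± 16.6 CPM). Gpnmb (chromosome 6, 49036546 to 49070929, plus strand) was higher by 1.36 (SE 0.133, adjusted p 4.15e-06), from 78.0 ± 10.5 to 217 ± 92.3 CPM, and Csmd1 by 1.57, Nalcn by 2.99, Lrrtm3 by 1.74 and Sgip1 by 1.45. Fgf10 (-1.55) and Gm16263 (-1.46) were lower. These genes moved the same way in 6 of 6 pairs. Without young 14D replicate 2, 129 genes passed. With 14D cold, averaged over both ages, 21 fibroblast genes passed (14 higher, 7 lower), and 0 genes of the fixed list, also 0 when adjusted over the list alone; edgeR gave 912 genes at an unadjusted p under 0.05, and DESeq2 called 14. Gm48099 (-2.65) and Gm42418 (-1.08) were lowest in adjusted p, at 0.000406, and both were lower in 4 of 4 pairs. They were also among the leading genes of the low-depth sub-cluster of adipocyte nuclei.

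In immune nuclei 38 of 3948 genes differed by age (32 higher, 6 lower), among them both genes of the fixed list, Lgals3 and Cd36, also when adjusted over the list alone. Lgals3 was higher by 2.17 (SE 0.233, adjusted p 0.000131), from 115 ± 30.3 to 558 ± 218 CPM (SD, n = 6). Cd36 was higher by 1.28 (SE 0.271, adjusted p 0.0307), from 733 ± 388 to 1670 ± 457 CPM, but 8 of 21 other fits kept the call. Of the genes outside that list, Gpnmb was higher by 5.78 (SE 0.637, adjusted p 0.000142), from 5.99 ± 5.51 to 459 ± 301 CPM. Atp6v0d2 had 0 UMIs in young and 401 in aged mice (403 ± 182 CPM), and St18 had 0 and 216 UMIs (202 ± 72.9 CPM). Atp6v0d2 was also among the leading genes of the immune cluster of 446 nuclei. In the clustering without integration, Atp6v0d2, Gpnmb, St18 and Lgals3 were among the leading genes of an immune cluster of 88 nuclei, with 6 to 27 nuclei of each aged mouse and 0 to 2 of each young mouse. The changes of these genes in the whole class thus went along with a subset of nuclei found almost only in aged mice, and a change of level within a subset was not tested. Naaladl2 was higher by 2.52, and Thsd4 (-1.75), Fn1 (-1.51), Samsn1 (-2.03) and Plxdc2 (-0.95) were lower. Acsl1 (-2.09) was lower too but unstable: young mice ranged from 0 to 1723 CPM, and 10 of 21 other fits kept the call, with values between -3.47 and -0.25. The count was 17 without young TN replicate 1. In endothelial nuclei 2 of 2388 genes passed, both lower: Ccdc85a by -1.74 (SE 0.258, adjusted p 0.0348; 1036 ± 415 to 361 ± 246 CPM) and Btnl9, which went from 452 ± 138 to 110 ± 103 CPM. Each kept its call in 9 of 20 other fits.

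**Figure D4:**
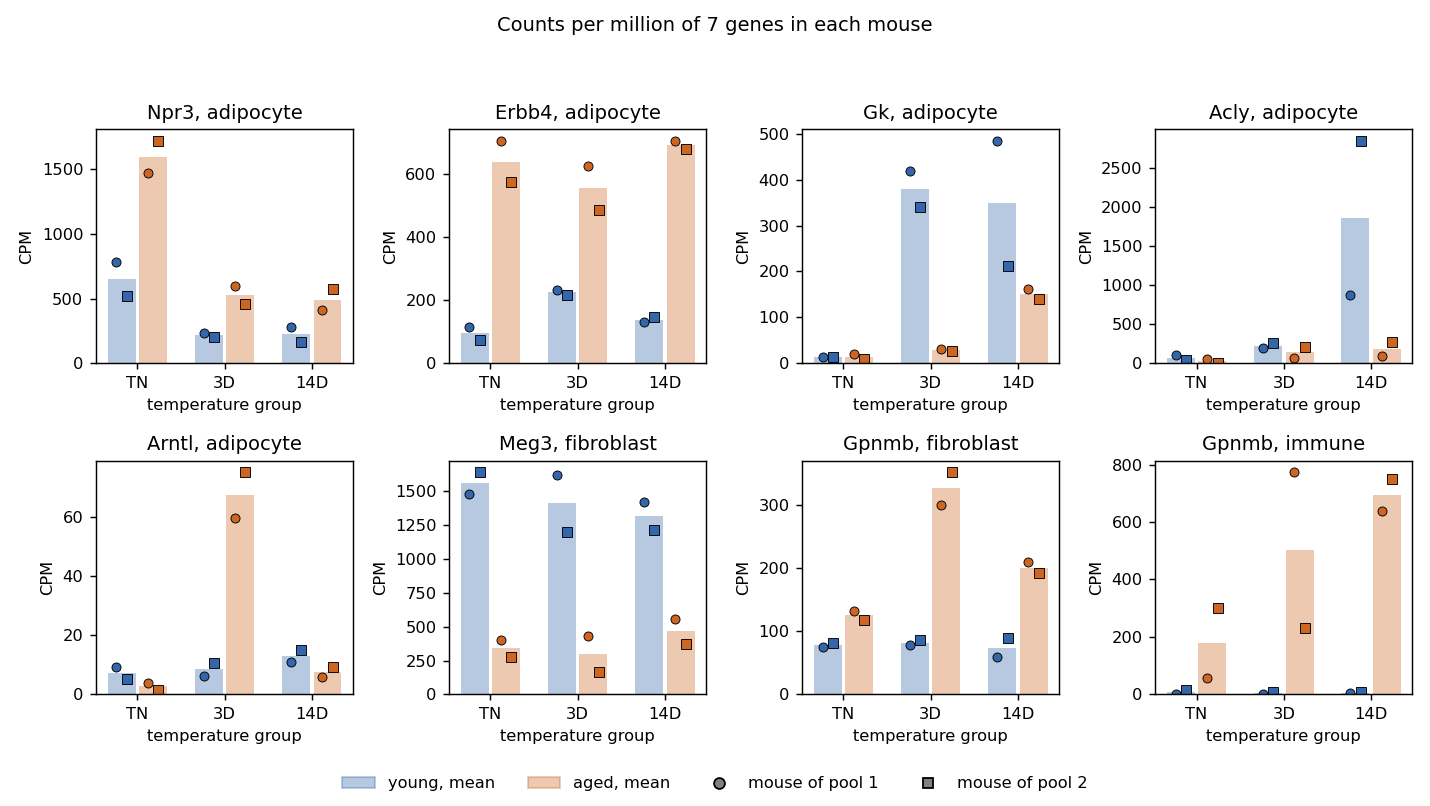
Level (CPM, vertical axis) of named genes in each mouse, by age and temperature, in the class given above each panel; bars are the mean of 2 mice, circles are pool 1 and squares are pool 2. Npr3 was higher in the aged mouse in 6 of 6 pairs.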

Values the study reported

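The study reported 11,905 nuclei after its quality control, of which 4937 were adipocyte nuclei. It reported 24 hashed samples in total, with n = 2 mice per condition.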

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

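The tests of a higher endothelial share in pool 2, of liver endothelial nuclei, of a single mouse behind the liver nuclei and of chance directions were chosen only after their results were seen. In 24 groups of mice, 2 held a mouse far from the others by Dixon's criterion, where chance gives about 1 group in 20.

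The endothelial share of young 14D replicate 2 was 11.7%, and the next young mouse had 6.23%. Both of its aliquots were high, with 11.5% and 12.2%, which argues against 1 aliquot as the source. Nuclei with at least 2 sinusoidal endothelial genes had been removed, so liver cells were tested with the liver-marked nuclei kept. Of the 165 endothelial nuclei of this mouse, 4 (2.42%) then held a UMI of such a gene, and 0 held 1 such gene alone, where liver endothelial nuclei would have to make up 48.8% to give the excess. Liver cells therefore do not account for it. Pool 2 had the higher endothelial share in 6 of 6 groups. The ratio of pool 2 to pool 1 was 1.88 for young 14D mice and lay between 1.33 and 2.07 in the other groups, so a difference between the pools may explain part of the value. Cold for 14 days in young mice stays open as a biological explanation and was not tested separately.

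The share of adipocyte nuclei with a Ucp1 UMI at fixed depth was 6.71% in young 3D replicate 1, and 1.07% in the next of the 4 mice at 3D (at most 2.33% in an aged mouse, whose aliquots did not list Ucp1). Its lower aliquot had 5.51% and the other 7.92%, so the value was not due to 1 aliquot. Free Ucp1 RNA would mark other nuclei too, but 0.424% of 236 fibroblast and immune nuclei of this mouse had a Ucp1 UMI. The authors' removal of ambient RNA lowers such counts in other nuclei, so this test cannot rule out free RNA. A faster response to cold in this mouse stays open and was not tested.

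Npr1 and Spon1 moved in opposite directions with 14D cold in young and aged adipocytes, in every pair of mice. Npr1 went from 1.59 to 4.70 and from 0 to 12.01 CPM in young mice, and from 7.19 to 3.97 and from 7.31 to 2.97 CPM in aged mice. Spon1 went from 247 to 109 and from 415 to 63.1 CPM in young mice, and from 23.6 to 108 and from 1.46 to 19.0 CPM in aged mice. The differences of the responses were -4.01 (adjusted p 0.520) and 4.20 (adjusted p 0.542), neither past the threshold; young TN replicate 2 had no Npr1 UMI in adipocyte nuclei. Gene rows missing from some aliquots can turn 0 of the 8 directions and do not account for the pattern. Random directions of 4 pairs give such a pattern in 12.5% of genes. Many of the 27 fixed genes respond to cold, so chance was judged on the 10 that passed at neither age. Random directions give 1.25 of these and it was found in 2, too few genes to exclude chance directions or to show them.

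Genes of liver cells appeared in 144 nuclei, which were left out of every comparison (11 of them were also doublets). All lay in pool 2, in each of its 6 mice, with 6 to 56 nuclei per mouse, which argues against a single mouse as the source. The hepatocyte list marked 75 nuclei, the hepatic stellate list 38, the sinusoidal endothelial list 17 and the Kupffer list 14; in pool 1 each marked 0, and 0 genes of any list were over 10 CPM there. One gene of the lists, Reln, is also found in lymphatic vessels. When 7 hepatocyte genes marked 63 nuclei, 98.1% of the 1878 UMIs of the 6 other hepatocyte genes in pool 2 lay in them, against 1.37% of all UMIs. Free hepatocyte RNA left in the counts would spread like all UMIs, and is excluded as the main source of these UMIs. Free RNA that the authors' ambient removal took out cannot be seen here. Nuclei of liver cells that entered pool 2 are a candidate source. The temperature and age groups are all affected, so no biological explanation was tested.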

How the results depend on the processing

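Keeping the liver-marked nuclei was the only alternative chosen after the data were seen. Under it and the other alternatives, the adipocyte, fibroblast and endothelial shares kept their direction and stayed short of the threshold, and the rise of the beige-like share and of the Ucp1 share, with unlisted genes taken as 0, kept theirs and stayed past it. The immune share was -0.278 percentage points with 1 aliquot per mouse and -0.0997 with the liver-marked nuclei kept, where the main value was 0.0890. The beige-like difference in the cold passed with edgeR on nuclei counts, at a log2 fold change of -2.70 (p 7.93e-06), since that test does not have the floor of 16 arrangements. The Npr3-high-like difference of 4.78 points did not pass after adjustment. Its unadjusted p stayed under 0.05 with edgeR on nuclei counts (log2 fold change 0.25, p 0.0255), at a resolution of 0.4 (6.69, from a pair of sub-clusters, with Ctnna3, which differed by age, among the leading genes of 1) and with the liver-marked nuclei kept (6.26). It lost its exact p of 0.03125 with at least 500 genes per nucleus (4.97, exact p 0.09375), without doublet removal (5.29, 0.0625), without integration (30.7, 0.09375, where sub-clusters followed mice: 537 of the 621 nuclei of 1 sub-cluster were of young TN replicate 1) and with marker genes kept (8.24, 0.09375), and was -1.21 (0.875) with 1 aliquot per mouse. The sub-cluster 0 share, 4.70 points, was -0.736 with 1 aliquot per mouse. The sub-cluster nearest to the lipogenic markers was another set of nuclei without integration (3053 nuclei, -25.8 points) and at a resolution of 0.4 (914 nuclei, -2.55 points), so these are not the same share. Clusters are made anew under each setting, and no other cause was tested.

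Without the pool as a block there were 5 genes for 3D cold in young adipocytes (from 13), 10 for 3D cold in aged adipocytes (from 21), 180 for 14D cold in aged adipocytes (from 293), 120 for age in fibroblasts (from 218), 0 for 14D cold in fibroblasts (from 21) and 0 for age in endothelial nuclei (from 2). Without the filter on low counts there were 48 genes for age at TN (from 27), 64 for 3D cold in young adipocytes, 57 for 3D cold in aged adipocytes, 6 for the difference of the 14D response by age (from 0), 389 for age in fibroblasts, 229 for 14D cold in fibroblasts, 132 for age in immune nuclei (from 38), 30 for age in endothelial nuclei, 374 for age in sub-cluster 0 at 14D (from 100) and 45 for age in beige-like nuclei at 14D (from 11). With only the genes listed in every aliquot there were 9 genes for age at TN, 79 for age at 3D (from 127), 8 for 3D cold in young adipocytes, 523 for 14D cold in young adipocytes (from 807), 3 for the difference of the 14D response by age, 0 for age in endothelial nuclei, 51 for age in sub-cluster 0 at 14D and 7 for age in beige-like nuclei at 14D. With the DESeq2 Wald test there were 101 genes for age at TN, 201 for age at 3D, 135 for 3D cold in young adipocytes, 169 for 3D cold in aged adipocytes, 444 for 14D cold in aged adipocytes, 18 for the difference of the 14D response by age, 122 for age in fibroblasts, 22 for age in immune nuclei and 0 for age in beige-like nuclei at 14D. With 1 aliquot per mouse there were 186 genes for age in adipocytes (from 525), 10 for age at TN, 16 for age at 3D, 110 for age at 14D (from 253), 7 for 3D cold in young adipocytes, 353 for 14D cold in young adipocytes, 8 for 3D cold in aged adipocytes, 54 for 14D cold in aged adipocytes, 72 for age in fibroblasts, 1 for 14D cold in fibroblasts, 4 for age in immune nuclei, 1 for age in endothelial nuclei and 1 for age in beige-like nuclei at 14D. With adipocyte nuclei outside the beige-like sub-cluster there were 304 genes for age in adipocytes and 163 for 14D cold in young adipocytes. With at least 500 genes per nucleus there were 11 genes for 14D cold in fibroblasts and 0 for age in endothelial nuclei. Without doublet removal there were 15 genes for age in immune nuclei and 1 for age in endothelial nuclei. Without integration there were 5 genes for the difference of the 14D response by age. With the liver-marked nuclei kept there were 53 genes for age at TN, 23 for the difference of the 14D response by age and 3 for age in beige-like nuclei at 14D. Fewer UMIs per mouse and fewer genes tested come with 1 aliquot per mouse by construction, and fewer genes with the list of genes found in every aliquot. For the others the cause was not tested. DESeq2's size factors moved no count by over 1.5 times, and the median log2 fold change of all genes by at most -0.034. The other counts stayed within 1.5 times of the main ones, and the pool block changed no other count by more; without it, 28 of 229 named-gene results lost their call and 1 gained one.

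The thermogenic set, at a median of -1.25 (camera p 0.0553), passed with only genes listed in every aliquot (-0.89, p 0.0234, 3 genes), without doublet removal (-1.18, p 0.0471) and with 1 aliquot per mouse (-1.45, p 0.0100); the cause was not tested. The Npr3 fold and the interactions of Acly and Ucp1 kept their side under these alternatives.

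Leaving out 1 mouse left a group with 1 mouse, which was assumed to vary like the other groups. For age in adipocytes the count lay between 289 and 593, with 289 without young 3D replicate 1, 339 without young 14D replicate 1, 318 without young 14D replicate 2, 327 without aged 14D replicate 1 and 315 without aged 14D replicate 2. For age at TN the count lay between 3 and 37, with 3 without young TN replicate 1, 5 without young TN replicate 2 and 7 without aged TN replicate 2. For age at 3D the count lay between 24 and 130, with 24 without young 3D replicate 1, 43 without young 3D replicate 2 and 55 without aged 3D replicate 1. For age at 14D the count lay between 18 and 327, with 69 without young 14D replicate 1, 18 without young 14D replicate 2, 35 without aged 14D replicate 1 and 59 without aged 14D replicate 2.

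For 3D cold in young adipocytes the count lay between 0 and 36, with 0 without young TN replicate 1, 8 without young TN replicate 2 or aged 14D replicate 1 or aged 14D replicate 2, 1 without young 3D replicate 1, 6 without young 3D replicate 2, 5 without young 14D replicate 1, 4 without young 14D replicate 2, 30 without aged 3D replicate 1 and 36 without aged 3D replicate 2. For 14D cold in young adipocytes the count lay between 153 and 853, with 153 without young TN replicate 1, 437 without young TN replicate 2, 288 without young 14D replicate 1 and 233 without young 14D replicate 2. For 3D cold in aged adipocytes the count lay between 0 and 112, with 37 without young TN replicate 1 or young TN replicate 2, 13 without young 3D replicate 1 or young 3D replicate 2, 11 without young 14D replicate 1, 10 without young 14D replicate 2, 0 without aged TN replicate 2 or aged 3D replicate 2 and 112 without aged 3D replicate 1. For 14D cold in aged adipocytes the count lay between 4 and 393, with 162 without young 14D replicate 1, 158 without young 14D replicate 2, 76 without aged TN replicate 1, 30 without aged TN replicate 2, 4 without aged 14D replicate 1 and 44 without aged 14D replicate 2. The difference of the 14D response by age stayed at 0 without any mouse in edgeR, with 907 genes at an unadjusted p under 0.05 and 18 in DESeq2 with all mice.

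For age in fibroblasts the count lay between 129 and 199, with 129 without young 14D replicate 2. For 14D cold in fibroblasts the count lay between 4 and 25, with 4 without young TN replicate 2 or young 14D replicate 2, 9 without young 14D replicate 1, 8 without aged TN replicate 2, 7 without aged 14D replicate 1 and 6 without aged 14D replicate 2. For age in immune nuclei the count lay between 17 and 56, with 17 without young TN replicate 1, 22 without aged 3D replicate 1 and 20 without aged 14D replicate 2. For age in endothelial nuclei the count lay between 0 and 7, with 0 without young TN replicate 1 or young 3D replicate 1 or young 3D replicate 2 or aged TN replicate 1 or aged TN replicate 2 or aged 3D replicate 1 or aged 14D replicate 1 or aged 14D replicate 2, 7 without young 14D replicate 2 and 5 without aged 3D replicate 2. For age in sub-cluster 0 at 14D the count lay between 1 and 146, with 1 without young 14D replicate 2, 30 without aged 14D replicate 1 and 18 without aged 14D replicate 2. For age in beige-like nuclei at 14D the count lay between 0 and 31, with 17 without young 3D replicate 2, 0 without young 14D replicate 1 or young 14D replicate 2 and 31 without aged 14D replicate 1.

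Of the shares, the adipocyte difference lay between -9.93 and -3.27 points, the fibroblast difference between 3.25 and 10.2, the endothelial difference between -1.34 and -0.138 and that of sub-cluster 0 between 2.68 and 7.87. The immune difference lay between -0.428 and 0.737 points, and was -0.428 without young or aged 14D replicate 2, -0.154 without young or aged 3D replicate 1, -0.0559 without young or aged TN replicate 1 and -0.0420 without young or aged 3D replicate 2. The beige-like rise was 1 in each case, the beige-like difference in the cold lay between -19.2 and -13.9 and the Ucp1 rise between 0.833 and 0.917. The Npr3-high-like difference lay between 4.26 and 5.13, with an exact p of 0.0625 in each case, the smallest possible there. The Npr3 fold lay between 1.11 and 1.39 and the Ucp1 interaction, whose groups at 0 make it depend on the prior count, between -2.57 and -1.27. The Acly interaction lay between -3.74 and 7.34, the highest without aged TN replicate 1, which left a TN group at 0 Acly UMIs, so that this value depends on the prior count. The lipogenic set lay between -1.10 (without aged TN replicate 2, camera p 0.00633) and 0.35 (without aged TN replicate 1). The thermogenic set lay between -1.57 and -0.769, and passed without young TN replicate 2 (-1.42, p 0.0226) and without young 14D replicate 2 (-1.27, p 0.00972).

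Of the named genes past a threshold in 173 gene results, 1481 of 1637 alternatives kept the call and 156 kept the direction alone, and 0 changed direction. Leaving out 1 mouse kept 1685 of 2036 calls and the direction of the other 351. For 196 results of the fixed lists that did not pass, 37 of 1863 alternatives and 146 of 2272 fits without 1 mouse had the other direction. Depth limits the TN groups the most, with the fewest UMIs per nucleus.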

Other observations

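The tests of splits along neither age nor pool, of low-depth background, of gene rows missing from shallow aliquots, of other classes as the source of Erbb4, Cacna2d3 and Ryr2, and of the Npr3-high-like share as the source of Npr3 were chosen only after their results were seen.

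Chance was tested with other splits of the mice. Of 100 splits of the 12 mice into groups of 6, 1 gave as many adipocyte genes as the age split (the real one, with 535 genes; 48 in the highest other split), and with ages swapped within pool and temperature 1 of 32 did. For fibroblast nuclei these were 1 of 100 (221 genes; 11 in the highest other) and 1 of 32, and for immune nuclei 1 of 100 (48 genes; 13) and 1 of 32. Chance is thereby excluded for the age counts of these 3 classes. A split by pool gave 40 adipocyte and 173 fibroblast genes, and 61 immune genes, more than age did; the count with pool as a term was 38. In endothelial nuclei the real split gave 0 genes, which 100 of 100 splits must reach, so that these splits test nothing; the highest other gave 47 genes and the split by pool 34. With ages swapped within pool and temperature 1 of 32 gave 2 genes, the real one, and the highest other gave 1. For 14D cold in fibroblasts, 3 of 35 splits gave as many genes as the real one (16). The others were the split along age (72 genes) and that along pool (57), which are factors of the design. Of the 33 splits along neither, 1 gave as many genes, the real one, and the highest other gave 1 gene. Chance is thereby excluded only against splits that leave age and pool aside, and the 21 genes of the fit with pool as a term fell to 0 without it.

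Npr3 was higher with age in adipocytes. A larger share of the Npr3-high-like sub-cluster does not account for it: within that sub-cluster Npr3 was higher by 0.893 on the log2 scale in 6 of 6 pairs (exact permutation p 0.03125, the smallest possible). It was higher by 1.61 within sub-cluster 0 (6 of 6 pairs). Within the beige-like sub-cluster, with 3 pairs of mice, the difference was 0.765 in 2 of 3 pairs (exact permutation p 0.5); the smallest possible p was 0.25, so this test could not pass. At 14D alone Npr3 was higher by 1.77 in beige-like nuclei (edgeR, adjusted p 0.0255), a call that 11 of 17 other fits kept. Larger libraries of aged mice do not account for it either: at a fixed depth of 800 UMIs the mean was 0.634 Npr3 UMIs per nucleus in aged and 0.283 in young mice, a difference of 0.351 in 6 of 6 pairs (exact permutation p 0.03125). A change of expression with age in adipocytes is one hypothesis, since the technical explanations tested here were excluded.

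Erbb4, Cacna2d3 and Ryr2 rose with age in adipocyte nuclei. RNA from another class of nuclei is excluded for these: all 3 had higher CPM in adipocyte nuclei of aged mice than in each other class of aged mice. For Ctnna3 and Xkr4 the cluster led by muscle genes had to be considered, since it held more of both. RNA from those nuclei would carry their abundant transcripts along. The median rise of 20 such transcripts in adipocyte nuclei was 0.0844% of their level there (4.13% at most), where Ctnna3 would need 21.4% and Xkr4 59.1%, so that source is excluded as the whole cause.

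Meg3 and Rian lie at the same locus as Mirg (chromosome 12, 109729764 to 109749460). Mirg was lower with age in fibroblasts by -3.72 (SE 0.62, adjusted p 0.00165) in 6 of 6 pairs, consistent with a change shared by the transcripts of the locus. Whether the change is found in fibroblasts alone cannot be told: in adipocytes Meg3 changed by 0.49 (SE 0.329, adjusted p 0.450), and immune nuclei held 9 and 11 UMIs of Meg3 in aged and young mice and endothelial nuclei 10 and 20, too few to test.

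Arntl was higher in adipocytes of aged mice at 3D, with 63.1 and 72.7 CPM in the pools against 6.09 and 10.9 in young mice. At TN and 14D it was lower in the aged mouse of each pool; the difference between the temperatures was not tested. In fibroblasts Arntl was higher in aged mice at 3D (25.9 and 28.3 against 0 and 21.3 CPM) and also at TN (43.6 and 22.5 against 3.21 and 7.57 CPM), where adipocytes went the other way, and lower in both pools at 14D. Arntl takes part in the daily clock, so that another phase in these mice, such as from another hour of collection, may explain it. The difference of the in-phase list to the opposite-phase list was 1.12 at 3D in adipocytes (1.76 and 0.471 within the pools) and 1.64 in fibroblasts (2.63 and 0.656). In adipocytes of pool 2 the in-phase list itself was lower in the aged mouse (-0.283), so the value of 0.471 came from the opposite-phase list alone. Fibroblasts also had 2.39 at TN in pool 1 (0.300 in pool 2) and 0.598 at 14D in pool 2 (-0.219 in pool 1). The hour of collection is not given in the sources used here. Phase and a change of adipocytes alone therefore cannot be told apart from these data.

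Genes lower with 14D cold in fibroblasts included Gm42418 and Gm48099. The TN mice had the fewest UMIs per nucleus, and the counts of such genes can be background of shallow nuclei. For 4 such genes in 4 classes, 15 of 16 means were lower at 14D, the exception being Lars2 in endothelial nuclei (0.22); since all classes of 14D mice were deeper, depth and cold cannot be told apart. More genes were higher than lower with 14D cold in young adipocytes. With only the genes listed in every aliquot, 51.2% were higher, against 63.4% for all genes. A gene that truly rises from a low level at TN can be unlisted there and drop out too. The smaller excess therefore cannot tell gene rows missing from shallow aliquots from a true rise.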
